A study of Mus musculus with 2931 samples.

How the data were processed

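Single endothelial cells (EC) of mouse lung were sorted into plates and sequenced as full-length cDNA libraries cut with the Tn5 transposase, without unique molecular identifiers. The deposited table holds whole read counts per gene and cell, with no normalization. The aligner, the counting program, the genome build and the gene annotation behind these counts are not stated. The table has 18072 gene symbols, of which 103 had 0 reads in every cell. It has no mitochondrial (mt-), ribosomal protein (Rps, Rpl), predicted (Gm and a digit) or ERCC spike-in symbols, so the totals per cell leave these out. Positions were taken from GENCODE M21 on GRCm38, which holds 18017 of the symbols (99.7%); the build used for the counts is unknown, and the positions are those of this annotation.

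Each deposited sample is 1 cell, and the mouse was taken as the replicate. The 2931 cells came from 10 mice in 5 groups, with 1 female and 1 male mouse per group, as the labels give age, treatment and sex. Whether a mouse name stands for 1 animal or for a pool of animals is not stated, so n counts mouse names. The 10 subtype labels of the authors were used as they stand, and no cells were clustered again. How the labels were made for each group of mice was not known. The label for a sort gate is part of the cell names, and 2694 cells carry the CD31 gate, 224 a gate named mesench and 13 the CD45 gate. The sequencing run is also part of the cell names, and 9 runs were found.

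Reads were summed per mouse over the cells of a class. The classes were Car4- capillaries (the labels Early and Late Car4- together), Car4+ capillaries, proliferative EC, venous EC and nonproliferative embryonic EC, and a group was used where both of its mice had at least 8 cells. The sums were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test) with all usable groups of the class in 1 model, so that the spread was estimated from all mice of the class. P-values were adjusted with the method of Benjamini and Hochberg over the genes tested in a comparison, and a gene was called at an adjusted p under 0.05. The difference of the hyperoxia effects in a pair of classes was tested as an interaction term in a model with the mouse as a term, so that both sums of a mouse are paired. For the sex comparison, all cells of a mouse were summed and the group was a term of the model. CPM are the reads of a gene scaled to 1000000 reads of the sum. The SE beside an edgeR log2 change is the size of that change divided by the square root of its quasi-likelihood F. It was derived from the test and is not an error that edgeR estimated.

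Gene lists (14 p53 targets, 14 proliferation genes, 14 interferon-stimulated genes and 12 NRF2 targets) were tested under hyperoxia with camera of limma 3.58.1 at its preset correlation, with fry and with camera at an estimated correlation beside it, and adjusted over the 16 tests. A further list of 20 genes of tissue dissociation and heat shock was written after the genes called at P21 had been seen, and serves the closing part alone. Shares of subtypes were taken over the CD31-gate cells of a mouse. Shares over the 4 ages were tested with an exact permutation test of the variance between ages over the 2520 assignments of 8 mice, 2-sided by construction, and adjusted over 10 subtypes. Its smallest possible p is 0.00952, which for a single subtype gives 0.0952 after adjustment. For 2 mice against 2 the smallest possible exact p is 0.333, so these differences are given without a claim from a test. Intervals of shares of a single mouse are 95% Clopper-Pearson intervals, and for a share of 0 the share of 3 cells is given beside it. Fisher's exact tests between 2 mice were adjusted over the 20 tests of 10 subtypes and 2 pairs; they take cells as units and cover counting error alone. Where a group has 0 reads of a gene, 3 reads over the group were used as the floor of a ratio; with 1 to 3 reads the ratio is given with its 95% counting interval. Intervals and floors cover counting error only, since reads copied by PCR are not independent molecules.

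The comparisons, tests, gene lists, markers, thresholds, alternatives and the rule for naming genes were fixed before the data were examined. Camera at an estimated correlation and Fisher's exact tests over cells were not among these fixed tests. The rule names up to 3 genes per direction with the largest change among called genes whose CPM in the mice of both groups did not overlap. Such a gene needed a mean of at least 50 CPM in the higher group and a read in at least 25% of its cells, and symbols of predicted genes (Gm and a digit), Riken clones (Rik), ribosomal and mitochondrial genes and pseudogenes (-ps) were left out. Xist and the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty were named in advance to check the sex labels. The gene Gap43, the comparison of mice that shared a run, the genes drawn in the plot of p53 targets, the neighbouring H2 genes and the venous genes Car8, Moxd1 and Slc6a2 were chosen after values had been seen.

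The alternatives were DESeq2 1.42.0 in place of edgeR, RLE normalization, no filter on low counts beyond 1 read, CD31-gate cells alone, each cell thinned to 50000 reads (11 shallower cells left out), limma on the log2 of the mean CPM over cells plus a pseudocount of 1 for genes of at least 1 CPM, sex as a block, the compared groups alone, the label Early Car4- alone, no group term in the sex comparison, and each mouse left out in turn. A mouse left without a partner was assumed to vary like the other groups. Shares were also computed over all gates, over cells not labelled proliferative, over cells with at least 2000 detected genes and on the arcsine square root scale.

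The tests were tested on simulated data with 200 changed genes, drawn from the spread that edgeR estimated for each class, which favours edgeR. Changed genes were shifted up or down by 2 or 4 on the log2 scale, with a single draw per comparison. The interactions were not simulated. Over the comparisons edgeR called between 14.0% and 63.0% of the changed genes, and between 1.32% and 16.3% of its calls were false. Of the genes shifted by 2 it called 53% in the comparison of sexes and between 0% and 25% elsewhere. Of those shifted by 4 it called between 28% and 73%. A count of 0 called genes thus does not exclude changes of these sizes. DESeq2 called between 27.5% and 76.5%, and between 46.6% and 78.5% of its calls were false. In the simulation of Car4- capillaries at P21 against P7, with 14479 genes tested, edgeR found 38.0% with 10.6% false and DESeq2 found 51.0% with 57.9% false; this does not show which calls in the real data are false. In simulated Car4- capillaries, a list of 13 genes shifted by 1 on the log2 scale gave p 0.0067 with camera (limma) and 0.126 with fry (limma), and 2% and 4% of 200 unchanged lists had an unadjusted p under 0.05. The simulated genes varied independently, so these rates cannot show false calls from genes of a list that vary together. Computations used Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3. Arterial and lymphatic EC entered the shares alone and were not tested for genes.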

Results

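RNA was measured in 2931 single endothelial cells (EC, the cells that line blood and lymph vessels) from the lungs of 10 mice. The groups were embryonic day E18.5 and postnatal days P1, P7 and P21 in normal air, and P7 after hyperoxia (breathing air with raised oxygen). Each group had 1 female and 1 male mouse, so every group value below is a mean over 2 mice ± SD (n = 2). Most cells were sorted for the endothelial surface protein CD31. The table held 2062278606 reads. A cell had between 42095 and 2967985 reads, with a median of 621406 reads and 3319 detected genes.

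The female and male mice of E18.5 had 227910378 and 235942067 reads in 298 and 293 cells. Those of P1 had 161173305 and 221962106 reads in 317 and 233 cells. At P7 in normal air the female mouse had 331392982 reads in 343 cells, and the male mouse 56564316 reads in 212 cells. The mice of P21 had 263769945 and 187246641 reads in 348 and 359 cells. The hyperoxia mice had 174054954 and 202261912 reads in 272 and 256 cells. The median reads per cell lay between 188609.5 in the P7 male mouse and 928377 in the P7 female mouse. Detected genes per cell did not follow the depth, since the P7 male mouse had a median of 3825.5 genes and the P21 male mouse, with 380050 reads per cell, had 1831. With every cell thinned to 50000 reads, the medians lay between 1307 genes in the P21 male mouse and 3317.5 in the female hyperoxia mouse. At that depth the marker Car4 had a read in 98.2% of Car4+ capillaries, in 26.6% of Early and 32.8% of Late Car4- capillaries, Mki67 in 92.1% of proliferative EC, Slc6a2 in 61.2% of venous EC, Gja5 in 74.2% and 85.7% of arterial EC I and II, and Prox1 in 93.9% of lymphatic EC.

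**Figure D1:**
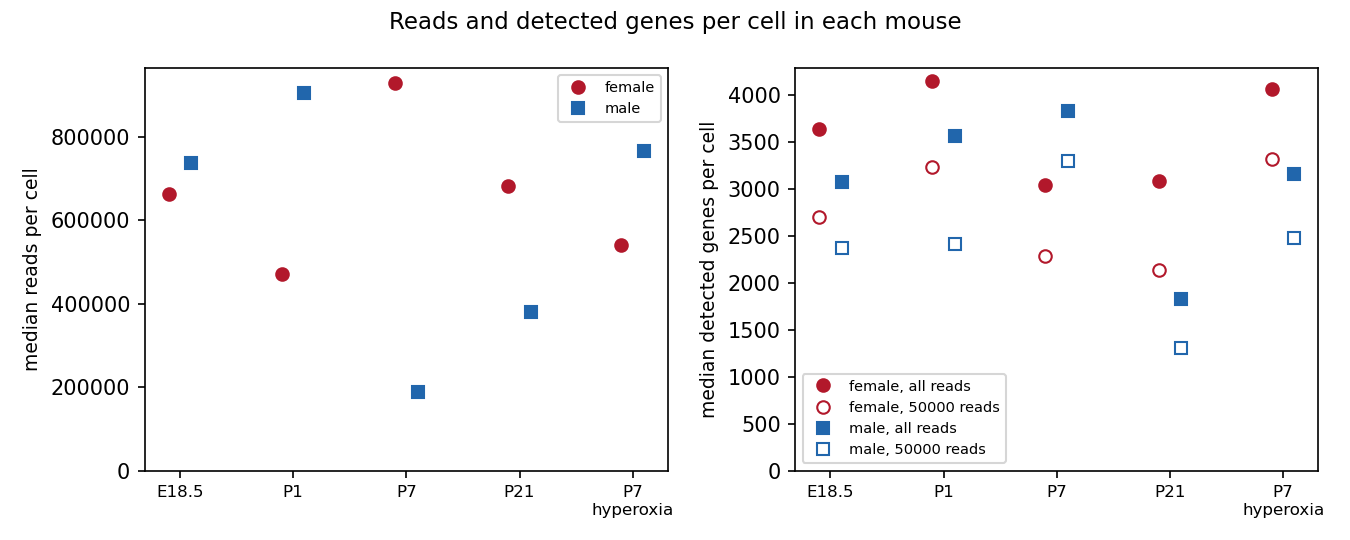
Median reads per cell and median detected genes per cell of each mouse, the genes from all reads and from 50000 reads per cell. The P7 male mouse had the lowest median reads, 188609.5, and the P21 male mouse the fewest detected genes, 1831.

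The groups were spread unevenly over the sequencing runs. The CD31-gate cells of the female mice of E18.5, P1 and P21 shared 1 run, and those of the male mice of E18.5, P7, P21 and hyperoxia shared another. The CD31-gate cells of the P1 male, the P7 female and the female hyperoxia mouse were each in a run without CD31-gate cells of another mouse. The run of the P1 male mouse also held cells of the other gates, among them 120 cells of the P21 male mouse and 10 and 2 cells of the P7 male mouse, the latter too few to compare, and that of the P7 female mouse 65 such cells of the P21 female mouse. For CD31-gate cells P7 against P1 had no pair of mice within a run, so for that comparison the run and the age cannot be told apart. For the other comparisons between ages or treatments, where genes were called, the pair of mice that shared a run is given beside the result. Such a pair is part of the data that gave the calls, so its direction is not independent evidence.

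The Car4- capillaries were compared between P1 and P7 to ask which genes change during the first postnatal week. They had between 116 and 206 cells per mouse. Of 14660 genes tested with edgeR, 0 passed an adjusted p of 0.05, and 1663 had an unadjusted p under 0.05. DESeq2 called 398 genes and limma 0. DESeq2 was also the alternative that moved this count most. Without the P1 female mouse edgeR called 26 genes.

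The step from P7 to P21 in the Car4- capillaries covers the later growth of the lung. edgeR called 39 of 14660 genes, 26 higher and 13 lower at P21, and 1542 genes had an unadjusted p under 0.05. DESeq2 called 692, which include all 39, and limma called 15, of which 10 are among the 39. The count depended on single mice: it was 1 without the P7 female mouse, 2 without the P21 male mouse, 8 without the P7 male mouse, 83 without the P1 female mouse and 79 without the P1 male mouse. In the male CD31-gate cells, sequenced in 1 run (184 cells at P21 and 111 at P7), all 39 genes differed in the called direction, with a median size of 3.20 on the log2 scale.

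Among these genes, the rule fixed in advance picked 6, and for each of them both P21 mice lay on the same side of both P7 mice. Hspa1a (chromosome 17, 34969190 to 34972156) had 593 ± 163 CPM at P21 and 0.587 ± 0.734 CPM at P7, a fitted log2 change of 9.91 (SE 1.72, edgeR adjusted p 0.0421). Its neighbour Hspa1b (chromosome 17, 34956436 to 34959238) had 72.3 ± 21 and 0.139 ± 0.00300 CPM, a log2 change of 9.14 (SE 1.38, edgeR adjusted p 0.0245). The Hspa1 genes are near-identical copies, so a read can be assigned to either. The long noncoding RNA AU020206 (chromosome 7, 75769038 to 75782099) had 335 ± 85.4 and 19.5 ± 8.51 CPM, a log2 change of 4.21 (SE 0.48, edgeR adjusted p 0.00686). Mest (chromosome 6, 30723547 to 30748465) had 43.5 ± 11.3 CPM at P21 and 822 ± 418 at P7, a log2 change of -4.14 (SE 0.53, edgeR adjusted p 0.0118). Dbn1 (chromosome 13, 55473429 to 55488111) had 24.8 ± 5.32 and 159 ± 14 CPM, a log2 change of -2.58 (SE 0.47, edgeR adjusted p 0.0450). Ndn (chromosome 7, 62346569 to 62350262) had 22.4 ± 5.12 and 131 ± 16.1 CPM, a log2 change of -2.44 (SE 0.37, edgeR adjusted p 0.0245). Each of the 6 kept its direction in all 16 alternatives, but each lost its call in at least 2 of them, with adjusted p up to 0.144 for AU020206 and Mest, 0.17 for Ndn, 0.258 for Hspa1b, 0.289 for Hspa1a and 0.314 for Dbn1. In the male pair within a run, Hspa1a had 780 CPM at P21 and 0.0875 at P7, and Mest had 30.2 and 533.

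Hyperoxia was compared with normal air at P7 to ask how raised oxygen changes the Car4- capillaries. edgeR called 2 of 14660 genes, 1 higher and 1 lower, and 809 had an unadjusted p under 0.05. DESeq2 called 180, which include both, and limma called 2 others. The count was 0 without the P7 female mouse or without either hyperoxia mouse, and 14 without either P1 mouse. Serpine2 (chromosome 1, 79794197 to 79861180) had 342 ± 22.4 CPM under hyperoxia and 29.8 ± 3.61 CPM in normal air, a log2 change of 3.49 (SE 0.42, edgeR adjusted p 0.0119), and was higher in both hyperoxia mice than in both others. H2-Q7 (chromosome 17, 35439155 to 35443773) had 13.6 ± 5.07 and 160 ± 13.2 CPM, a log2 change of -3.59 (SE 0.41, edgeR adjusted p 0.0119), and was lower in both hyperoxia mice. The H2-Q genes have near-identical copies, so the gene these reads came from is uncertain. Serpine2 lost its call in 5 of 17 alternatives (adjusted p up to 0.336) and H2-Q7 in 4 (up to 0.216). Within 1 run, the male hyperoxia and normal mice had 326 and 17.4 CPM of Serpine2, and 10.01 and 179 CPM of H2-Q7.

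The Car4+ capillaries had between 17 and 77 cells per mouse. At P7 against P1 edgeR called 0 of 12284 genes, with 772 at an unadjusted p under 0.05, while DESeq2 called 259 and limma 0; without the P1 female mouse edgeR called 68. At P21 against P7 edgeR called 1 gene (644 at an unadjusted p under 0.05), DESeq2 called 254 and limma 1 other gene, and leaving out a mouse gave between 2 and 18 genes, the latter without the P21 female mouse. The called gene was Gap43 (chromosome 16, 42248442 to 42340651), which falls outside the naming rule and was chosen after its values were seen. It had 0.219 and 0.0564 CPM in the P21 mice and 65.0 and 30.5 CPM in the P7 mice, a log2 change of -8.46 (edgeR adjusted p 0.0417). In the male CD31-gate cells of 1 run it had 1 read at P21 and 0 at P7, so the reads of the P7 male mouse came from cells of another gate and run, and CD31-gate cells alone did not give this call. Under hyperoxia edgeR called 0 genes (757 at an unadjusted p under 0.05), DESeq2 268 and limma 0; without the P21 male mouse edgeR called 14.

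The proliferative EC had between 9 and 122 cells per mouse, with 13 in the P1 female and 9 in the P1 male mouse. A fit without the P1 female mouse thus rests on 9 cells of 1 mouse at P1. Their run held no CD31-gate cells of another mouse, so its count cannot be read as a change with age. At P1 against E18.5 edgeR called 0 of 13102 genes, with 972 at an unadjusted p under 0.05, DESeq2 called 506 and limma 0. At P7 against P1 edgeR called 0 (1287 at an unadjusted p under 0.05), DESeq2 620 and limma 0. Without the P1 female mouse edgeR called 924 and 1207 genes in these comparisons, and without the P1 male mouse 100 and 79. Under hyperoxia edgeR called 0 (339 at an unadjusted p under 0.05), DESeq2 114 and limma 0; the count was 4 without the P1 female mouse.

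The venous EC had between 11 and 50 cells per mouse, with 11 in each E18.5 mouse. A fit without 1 of the E18.5 mice thus rests on 11 cells of the other at that age. At P1 against E18.5 edgeR called 2 of 12326 genes, both higher at P1, with 1074 at an unadjusted p under 0.05. DESeq2 called 543, which include both, and limma 0. Without the E18.5 female mouse edgeR called 666 genes, and without the E18.5 male mouse 233. Lmcd1 (chromosome 6, 112273758 to 112330425) had 98.1 ± 56.2 CPM at P1 and no read at E18.5 (edgeR adjusted p 0.00776). With the reads of both mice pooled it was at least 803-fold higher, against a floor of 3 reads over the group. Of its 8744 P1 reads 8106 came from the male mouse, and the female mouse had 58.3 CPM. Igfbp5 (chromosome 1, 72857932 to 72874884) had 134 ± 68.5 CPM at P1 and 1 read at E18.5 (edgeR adjusted p 0.0357). Its ratio over pooled reads was 3217, with a 95% counting interval from 577 to 127057. Of its 11675 P1 reads 10737 came from the male mouse. Both genes were higher in both P1 mice than in both E18.5 mice, and both were higher in the female pair that shared a run. Lmcd1 lost its call in 2 and Igfbp5 in 4 of 16 alternatives, each with an adjusted p up to 0.551. At P7 against P1 edgeR called 0 genes (396 at an unadjusted p under 0.05), DESeq2 75 and limma 0; without the E18.5 male mouse edgeR called 9. Under hyperoxia edgeR called 0 (331 at an unadjusted p under 0.05), DESeq2 93 and limma 0; without the E18.5 male mouse edgeR called 9.

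The embryonic EC of E18.5 (134 and 168 cells in the female and male mice) were compared with the Car4- capillaries of P1 (181 and 122 cells) to ask what changes around birth. The compared cells differ in both age and subtype label. edgeR called 74 of 14967 genes, 9 higher and 65 lower at E18.5, with 1410 at an unadjusted p under 0.05. DESeq2 called 572, which include all 74, and limma 47, of which 25 are among them. The count was 28 without the E18.5 male mouse, 36 without the E18.5 female mouse, and 45 and 44 without the female and the male P7 mouse. In the female CD31-gate cells of 1 run (134 and 180 cells) all 74 genes differed in the called direction, with a median size of 2.97 on the log2 scale.

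The rule picked 6 genes there, each with both E18.5 mice on the same side of both P1 mice. Egln3 (chromosome 12, 54178981 to 54203860) had 102 ± 41.8 CPM at E18.5 and 0.0243 CPM at P1, a log2 change of 12.01 (edgeR adjusted p 0.00111). Stab2 (chromosome 10, 86841198 to 87008025) had 95 ± 59.4 and 0.0525 CPM, a log2 change of 10.61 (edgeR adjusted p 0.0290). Ankrd37 (chromosome 8, 45996902 to 46005707) had 525 ± 181 and 43.3 ± 39.1 CPM, a log2 change of 3.40 (edgeR adjusted p 0.0431). Tppp3 (chromosome 8, 105467493 to 105471526) had 4.59 ± 2.89 and 315 ± 227 CPM, a log2 change of -6.25 (edgeR adjusted p 0.00224). Pde3a (chromosome 6, 141249269 to 141507448) had 3.24 ± 0.166 and 151 ± 42.5 CPM, a log2 change of -5.61 (edgeR adjusted p 1.2e-05). Wfdc1 (chromosome 8, 119666365 to 119688222) had 9.40 ± 2.06 and 387 ± 279 CPM, a log2 change of -5.53 (edgeR adjusted p 0.000493). Egln3, Tppp3, Pde3a and Wfdc1 were called in all 18 alternatives, while Ankrd37 lost its call in 8 (adjusted p up to 0.265) and Stab2 in 5 (up to 0.178).

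Whether hyperoxia acted differently in the other classes than in the Car4- capillaries was tested as an interaction, with the mouse as a term of the model. edgeR called 0 of 13240 genes for the Car4+ capillaries (438 at an unadjusted p under 0.05; DESeq2 217, limma 0). It called 0 of 13379 for the venous EC (483 at an unadjusted p under 0.05; DESeq2 152, limma 0). It called 0 of 13781 for the proliferative EC (465 at an unadjusted p under 0.05; DESeq2 111, limma 0). Without the male hyperoxia mouse the Car4+ interaction gave 4 genes, without the P7 female mouse the venous interaction gave 1, and without the female hyperoxia mouse the proliferative interaction gave 12.

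Lists fixed in advance were tested under hyperoxia in 4 classes. The p53 targets were higher in each. In the Car4- capillaries 13 of 13 tested genes were higher, with a median log2 change of 2.20 (camera, limma, adjusted p 2.22e-13). In the Car4+ capillaries 13 of 13 were higher, with a median of 1.43 (limma adjusted p 3.36e-05). In the proliferative EC 14 of 14 were higher, with a median of 1.98 (limma adjusted p 2.4e-09). In the venous EC 12 of 14 were higher, with a median of 2.92 (limma adjusted p 6.43e-08). Medians at the floor, here and below, are taken over unfitted ratios, with a group at 0 reads set to the floor. For the p53 targets they were 2.47, 1.63, 2.35 and 2.96 in these classes. In Car4- capillaries 0 tested p53 targets had 0 reads in a group, so the floor alone does not explain the gap from the fitted medians. Adjusted over the list alone, 9, 0, 3 and 2 genes passed in these classes with edgeR, and adjusted over all genes tested 0 passed in each, with 9, 3, 4 and 4 at an unadjusted p under 0.05. The p53 calls held in each class under fry (adjusted p 0.00456, 0.00804, 0.0352 and 0.00456) and under an estimated correlation (0.0213, 0.0398, 0.0398 and 0.0299). They held under fry, with sex as a block and without each of the 8 mice in the fit of a class, with fry in proliferative EC giving the highest adjusted p, 0.0352. The male pair of 1 run had medians of 2.13, 1.54, 1.21 and 2.73, with 12 of 14 genes higher in each class.

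Cdkn1a (chromosome 17, 29090976 to 29100727) had 2871 ± 752 CPM in the Car4- capillaries under hyperoxia and 211 ± 1.75 CPM in normal air, a log2 change of 3.75 (SE 0.63, edgeR adjusted p 0.128 over all genes), higher in both hyperoxia mice. It had 326 and 1317 CPM in the P1 mice and 930 and 883 CPM in the P21 mice, so both P7 mice in normal air lay below every P1 and P21 mouse. Bax (chromosome 7, 45461697 to 45466898) had 647 ± 127 and 159 ± 0.974 CPM, a log2 change of 2.00 (SE 0.38, edgeR adjusted p 0.228), and Phlda3 (chromosome 1, 135766119 to 135769136) had 404 ± 142 and 87.0 ± 27.0 CPM, a log2 change of 2.20 (SE 0.46, edgeR adjusted p 0.356); both were higher in both hyperoxia mice.

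**Figure D2:**
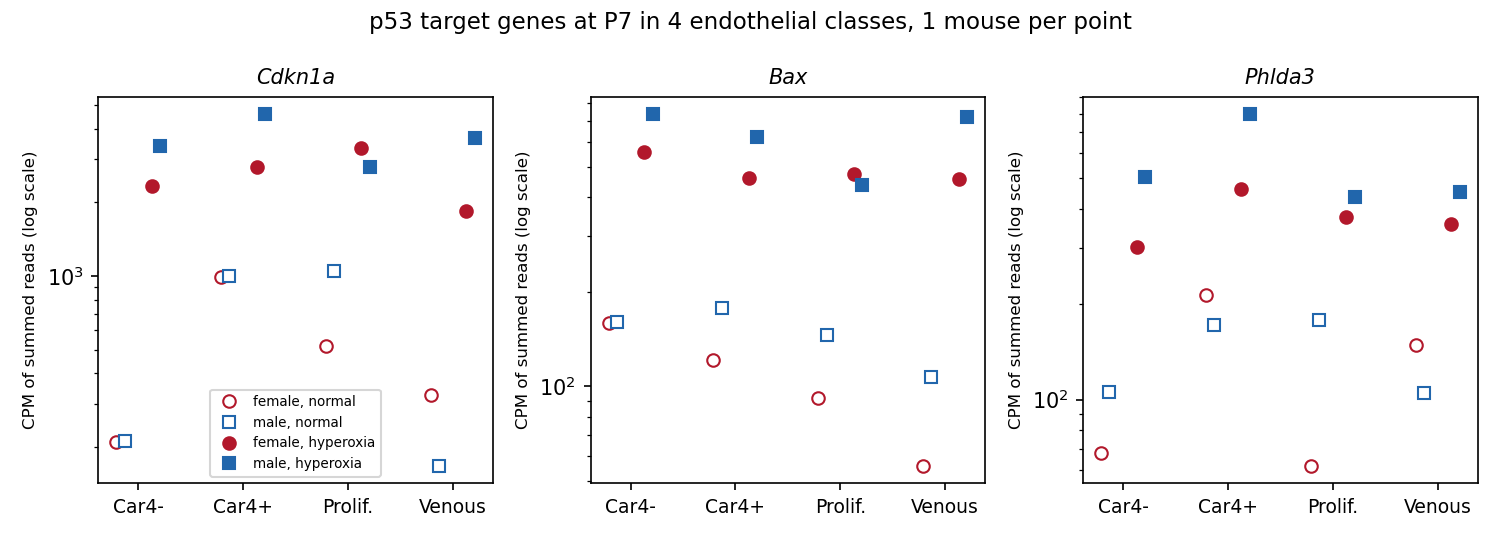
CPM of the p53 targets Cdkn1a, Bax and Phlda3 per mouse at P7 in normal air and under hyperoxia, in 4 classes of cells, on a logarithmic axis. Cdkn1a in the Car4- capillaries had 2339 and 3403 CPM in the hyperoxia mice and 209 and 212 CPM in the others.

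The other lists gave 2 more calls with camera, and neither held under fry or an estimated correlation. The interferon-stimulated genes were higher in the Car4- capillaries (11 of 14, median log2 change 0.52, limma adjusted p 0.00968, fry 0.294, estimated correlation 0.312), with 1 gene passing when adjusted over the list alone and 0 over all genes with edgeR (3 at an unadjusted p under 0.05). Without the P7 male mouse its adjusted p was 0.577, and without the male hyperoxia mouse 0.211. Leaving out a mouse also gave calls that the full data lack. Without the P7 male mouse the NRF2 targets passed in Car4- (adjusted p 0.0203 with camera, limma, lower) and Car4+ capillaries (0.0359, higher) and the interferon genes in Car4+ capillaries (0.0177, higher). Without the female hyperoxia mouse the interferon genes passed in Car4+ capillaries (0.0161, higher) and venous EC (0.0263, higher), and the proliferation genes in Car4- capillaries (0.0263, lower). The proliferation genes were higher in the venous EC (11 of 12, median 1.63, or 3.12 at the floor, limma adjusted p 2.77e-05, fry 0.258, estimated correlation 0.267), with 0 passing when adjusted over the list alone with edgeR (1 at an unadjusted p under 0.05). The interferon list had limma adjusted p 0.0915 in Car4+ capillaries (median 0.51), 0.957 in proliferative EC (median 0.20) and 0.0849 in venous EC (median 0.66). The proliferation list had limma adjusted p 0.262 in Car4- capillaries (median -0.23), 0.133 in Car4+ capillaries (median -1.30, or -0.48 at the floor) and 0.358 in proliferative EC (median 0.15). The NRF2 targets had limma adjusted p 0.0915 in Car4- capillaries (3 of 12 higher, median -0.31), 0.397 in Car4+ capillaries, 0.957 in proliferative EC and 0.0915 in venous EC (8 of 11 higher, median 0.72). For the NRF2 targets the measures differed in sign. In Car4+ capillaries the fitted median was -0.25, while the mean was 1.10, the median at the floor 0.67 and the tests pointed up. In proliferative EC the median was 0.08 and the mean 0.88, while the median at the floor was -0.03 and the tests pointed down.

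The shares of the subtypes among CD31-gate cells were compared over age. The proliferative EC made up 34.5 ± 8.57% at E18.5, 4.00 ± 0.175% at P1, 16.1 ± 0.619% at P7 and 1.26 ± 1.78% at P21 (exact permutation p 0.00952, 0.0952 after adjustment over 10 subtypes). The embryonic EC made up 51.4 ± 8.67% at E18.5 and at most 0.964% on average at the later ages (exact permutation p 0.0286, adjusted 0.143). The Early Car4- capillaries made up 51.1 ± 0.882% at P1, 51.9 ± 4.42% at P7 and 1.13 ± 0.409% at P21 (exact permutation p 0.0667, adjusted 0.163). The Late Car4- capillaries made up 3.76 ± 4.10%, 6.66 ± 8.71% and 76.7 ± 0.339% (exact permutation p 0.114, adjusted 0.163). The Car4+ capillaries rose from 0% at E18.5 (0 of 296 and 0 of 292 cells, for which a count of 3 would be 1.01% and 1.03%) to 12.7 ± 8.14% at P1, 10.3 ± 1.81% at P7 and 17 ± 2.04% at P21 (exact permutation p 0.0952, adjusted 0.163). After adjustment 0 of the 10 subtypes passed, with 2 at an unadjusted p under 0.05. Among the 10, proliferative venous EC had no cells at any age in normal air, so its test could not pass. It still counts in the adjustment. The smallest exact permutation p that these mice allow is 0.00952, and a single subtype at that value has an adjusted p of 0.0952, so a single subtype could not pass. The alternative that moved this most was leaving out the P7 male mouse, after which Early Car4- capillaries and proliferative EC passed with an adjusted exact permutation p of 0.0476. The E18.5, P1 and P21 female mice shared a run, and there the proliferative share was 40.5%, 4.13% and 0% (0 of 282 cells, for which a count of 3 would be 1.06% and the 95% Clopper-Pearson interval reaches 1.30%). Their 95% Clopper-Pearson intervals are drawn in the plot of shares.

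**Figure D3:**
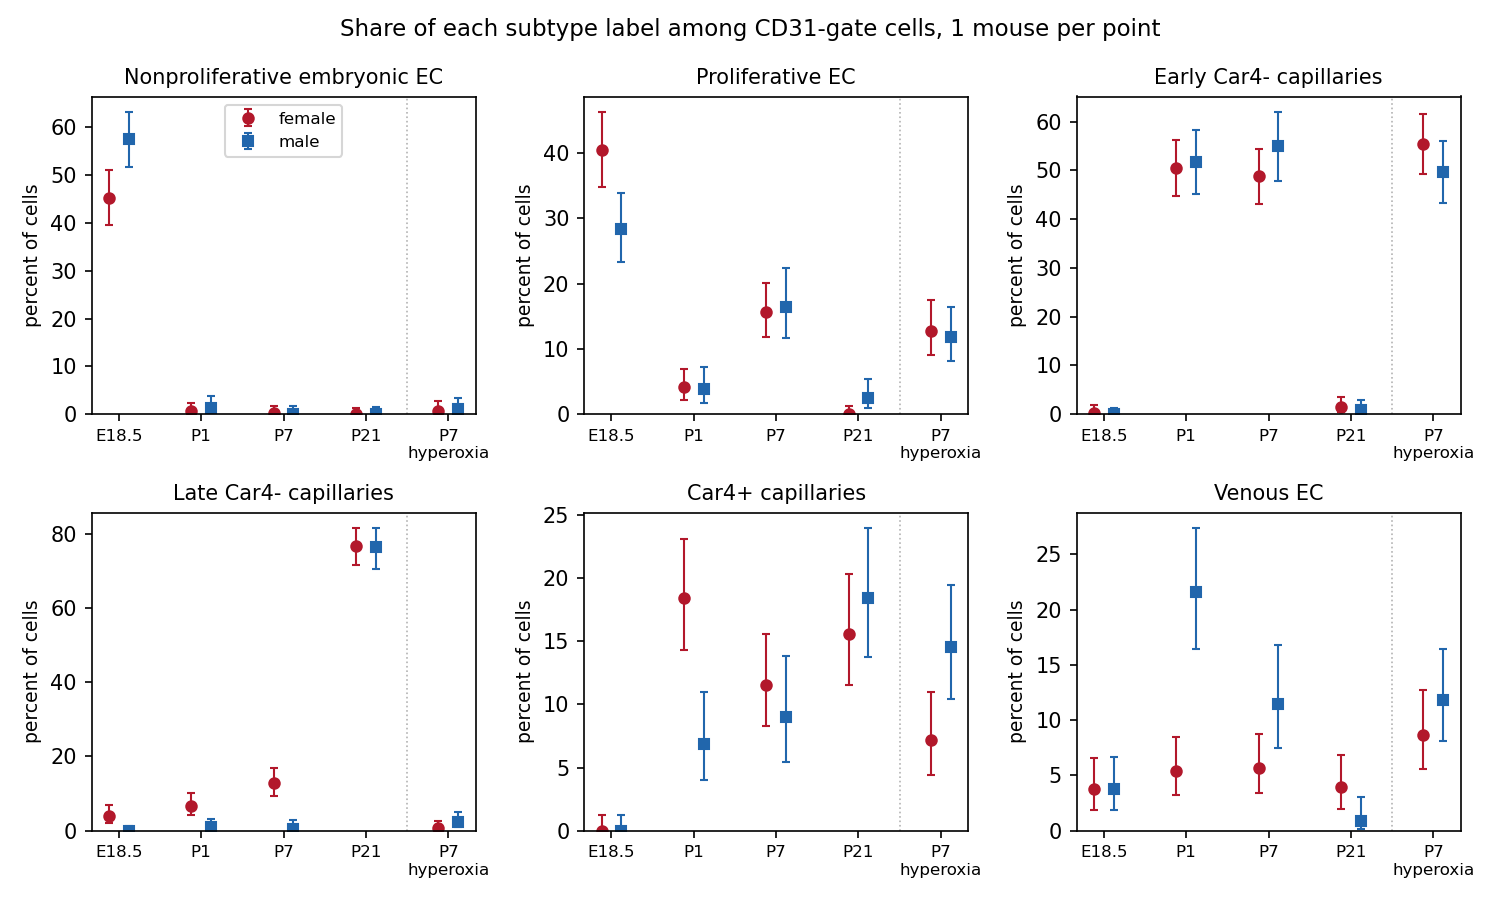
Shares of 6 subtypes among the CD31-gate cells of each mouse, in percent, with 95% Clopper-Pearson intervals, by age and treatment. Late Car4- capillaries reached 76.7% on average at P21, where Early Car4- capillaries had fallen to 1.13%.

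Under hyperoxia the shares were compared with those at P7 in normal air, where 2 mice against 2 allow no exact permutation p below 0.333. The proliferative EC differed by -3.74 points, from 16.1 ± 0.619% to 12.3 ± 0.721%, with -2.79 points between the female mice and -4.69 points between the male mice of 1 run. This exceeded the SD between mice but not the counting error: the 95% Clopper-Pearson intervals overlapped (11.8% to 20.1% in normal air and 9.05% to 17.5% under hyperoxia in the female mice, 11.6% to 22.4% and 8.11% to 16.4% in the male mice), and Fisher's exact test over cells, adjusted over 20 tests, gave p 0.462 and 0.313. Cells with at least 2000 detected genes, the alternative that moved it most, gave -4.68 points. The label proliferative venous EC was given to 1.93 ± 0.0578% of the hyperoxia cells (5 of 265 and 5 of 254 cells, 95% Clopper-Pearson intervals 0.615% to 4.35% and 0.642% to 4.53%). It was given to 0 of 320 and 0 of 200 cells in normal air, for which a count of 3 would be 0.938% and 1.5% and the 95% Clopper-Pearson intervals reach 1.15% and 1.83%. Fisher's exact test over cells, adjusted over 20 tests, gave p 0.125 in the female and 0.276 in the male pair. The nonproliferative embryonic EC differed by 0.812 points (0.156 ± 0.221% to 0.968 ± 0.301%), also without overlap between mice. The remaining 7 subtypes overlapped between the groups.

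Female and male mice were compared over all cells to check the sex labels. edgeR called 5 of 14746 genes, 2 higher and 3 lower in female mice, with 1336 at an unadjusted p under 0.05, while DESeq2 called 168, which include the 5, and limma 6. Leaving out a mouse gave between 4 and 6 genes. Xist (chromosome X, 103460366 to 103483254) had 374 ± 71.7 CPM in the female mice (n = 5) and 0.0234 CPM in the male mice (n = 5), a log2 change of 13.62 (edgeR adjusted p 8.44e-08). Tsix (chromosome X, 103431517 to 103484957) had 67.3 ± 20.9 CPM in female mice, a log2 change of 11.37 (edgeR adjusted p 7.43e-05); it spans Xist on the other strand, and the library type does not keep the strand, so its reads can be those of Xist. Eif2s3y (chromosome Y, 1010543 to 1028847) had 0.116 CPM in female and 56.5 ± 13.7 CPM in male mice, a log2 change of -10.22 (edgeR adjusted p 0.00212). Kdm5d and Uty, also on the Y chromosome, had log2 changes of -8.66 (edgeR adjusted p 0.0157) and -10.04 (7.63e-05). For all 5 genes every mouse of the higher sex lay above every mouse of the other. Ddx3y was not called; it had between 48.0 and 91.3 CPM in the male mice and between 0 and 2.37 CPM in the female mice.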

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

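The tests of the sequencing run behind the shares, the adjustment of Fisher's exact tests over cells, the comparison of reads per cell behind Ddx3y and the test of male cells behind Kdm5d were chosen only after the results were seen; the test of equal depth behind Ddx3y and the splits of the mice were planned before. The 10 groups of mice formed by 5 sex-linked genes and 2 sexes were searched for a mouse far from the others, and chance alone gives such a mouse in about 1 in 20 groups.

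Under hyperoxia 5 subtypes changed in opposite directions in the female and male pairs, and the difference between the pairs was not tested, since each pair has 1 mouse per arm. The share of Late Car4- capillaries changed by -12.1 points in the female and 1.86 points in the male pair, a difference of -13.9 points. That of Early Car4- capillaries changed by 6.72 and -5.39 points (difference 12.1), that of Car4+ capillaries by -4.39 and 5.57 points (difference -9.96), that of lymphatic EC by 4.97 and -0.138 points (difference 5.11), and that of arterial EC II by 1.57 and -2.21 points (difference 3.79). The female mice were in different runs and the male mice in 1 run. If the run were behind the differences, the female pair should have moved more, and it did in 3 of the 5 subtypes (sequencing run). In the other subtypes the male pair moved more within 1 run, which the run does not explain. The female P7 mouse also carried the Late Car4- label on 12.8% of its cells, which is taken up among the other observations and bears on the Late and Early shares. Among cells with at least 2000 detected genes the Late share was 0.803% in normal air and 0.380% under hyperoxia in the female pair, and 0.505% and 0.426% in the male pair. The difference thus lies in cells with few genes, which this filter removes, and it does not show their state. Fisher's exact test over cells, adjusted over 20 tests, gave p 2.58e-08 for Late Car4- capillaries and 0.00213 for lymphatic EC in the female pair, which argues against chance in sampling cells of these 2 mice. In the female pair Early Car4-, Car4+ and arterial EC II had Fisher's exact test adjusted p of 0.286, 0.276 and 0.276, and in the male pair the 5 subtypes had at least 0.276, so sampling stays open there. These tests take cells as units and do not cover the spread between mice. The run and the sex of the mice cannot be told apart here, because each sex has 1 mouse per arm.

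The P21 male mouse had 91.3 CPM of Ddx3y, while the other male mice had between 48.0 and 56.9 CPM. With each cell thinned to 50000 reads the mouse had 99.8 CPM and the other male mice between 48.2 and 61.2 CPM. Male mice with fewer reads per cell (a median of 188609.5 at P7, against 380050 in this mouse) and with more (737661 at E18.5) both had lower values. Both findings argue against depth per cell. The CD31-gate cells of this mouse shared a run with those of 3 other male mice, whose values were lower. Its age, its many cells of another gate (120 of 359) and chance stay open and were not tested.

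The P1 female mouse had 0.645 CPM of Kdm5d, while the other female mice had between 0.00575 and 0.0569 CPM. Among 1578 cells labelled female, 58 had a Y-gene read, and 4 had 20 CPM or more of the Y genes (205 to 562 CPM, the others at most 8.79), 2 in this mouse and 2 in the female P7 mouse. If reads had reached these cells from other wells, most should still have Xist reads, but all 4 lacked them, against 12.9% of the other 1574 cells (Fisher's exact test over cells, p 0.000289). Among 1353 cells labelled male 0 had Xist at 20 CPM or more. Without the 4 cells Kdm5d of the P1 female mouse was 0.0125 CPM. Ddx3y of the P1 and P7 female mice fell from 2.37 and 1.97 CPM to 0.0250 and 0.00913 CPM without them. This shows where these reads lay but is no separate test, since the cells were picked by their Y-gene reads. A few cells of a male among the cells of the P1 female mouse, from sorting, a well or a label, may explain its Kdm5d value. Which of these it was cannot be seen in the table, and no biological explanation was tested.

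The 5 genes called between female and male mice were set against other splits of the 10 mice into groups of 5. In 5 of 100 splits drawn from 126, the real one included, at least 5 genes were called, and 88 gave 0 genes. The other 4 splits with as many genes gave 90 genes each. All 4 parted the mice of P21 and kept the mice of every other group together, so that with the group in the model they compare the P21 mice alone. Of the splits, 12 parted the mice of all groups as the real one does, and among these only the real split was as large, while the others gave 0 genes with edgeR. The identity of the genes, on the X and Y chromosomes, is a separate matter.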

How the results depend on the processing

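All alternatives of this part were planned, and none was chosen only after the results were seen; tests chosen later are named in the other parts. Of 259 counts of called genes under an alternative, 134 stayed within 1.5 times the reported count and 125 did not. Of 321 log2 changes of named genes, all kept their direction, and 50 lost their call. Of 204 results of gene lists, 183 were kept, 4 lost a call, 6 gained one and 11 changed direction, all of them in lists without a call. A list was kept if its direction and side of the threshold stayed. The 204 include the number of called lists under each setting, which was kept if within 1.5 times the reported number. Of 198 results of shares, 191 stayed within the spread between mice or on their side of the threshold, 5 moved and 2 passed the threshold. Where a value changed, the cause was not tested unless stated.

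DESeq2 changed every count of genes. In Car4- capillaries it called 398 genes (P7 against P1), 692 (P21 against P7) and 180 (hyperoxia). In Car4+ capillaries it called 259, 254 and 268 for these comparisons. In proliferative EC it called 506 (P1 against E18.5), 620 (P7 against P1) and 114 (hyperoxia), and in venous EC 543, 75 and 93. It called 572 for embryonic EC, 217, 152 and 111 for the Car4+, venous and proliferative interactions and 168 for sex. In simulated data with edgeR's spread most DESeq2 calls were false in most comparisons, which does not settle the real calls.

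Without the filter on low counts edgeR called 1, 77 and 7 genes in Car4- capillaries, 48, 60 and 27 in Car4+ capillaries, 113, 93 and 10 in proliferative EC, 101, 21 and 13 in venous EC, and 6 for the Car4+ interaction, in the same order. With cells thinned to 50000 reads it called 64 (P21 against P7) and 7 (hyperoxia) in Car4- capillaries, 13 in Car4+ capillaries at P21 against P7, 9 in proliferative EC at P1 against E18.5, 12 and 1 in venous EC (P1 against E18.5, P7 against P1), 117 for embryonic EC, and 17 and 2 for the Car4+ and venous interactions. With CD31-gate cells alone it called 5 in Car4- capillaries under hyperoxia, 2 in Car4+ capillaries at P21 against P7, 1 each in proliferative and venous EC at P1 against E18.5, and 1 for the Car4+ interaction. RLE normalization gave 2 in Car4+ capillaries at P21 against P7. limma gave 15 in Car4- capillaries at P21 against P7, 0 in venous EC at P1 against E18.5 (1347 at an unadjusted p under 0.05, edgeR 2, DESeq2 543) and 47 for embryonic EC. With only the compared groups edgeR called 74 (P21 against P7) and 10 (hyperoxia) in Car4- capillaries, 0 and 4 in venous EC (P1 against E18.5, with 787 at an unadjusted p under 0.05, and P7 against P1) and 9 for embryonic EC; fewer mice to estimate the spread are part of this setting.

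The letter for sex pairs the mice of different groups. The 10 correlations of their residuals lay between -0.0669 and 0.0625, so sex was not used as a block in the reported fits. With sex as replicate block edgeR called 2 genes in Car4+ capillaries at P21 against P7, 1 in proliferative EC and 1 in venous EC at P1 against E18.5.

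Leaving out each mouse in turn gave these ranges. Car4- capillaries had 0 to 26 genes (P7 against P1), 1 to 83 (P21 against P7) and 0 to 14 (hyperoxia). Car4+ capillaries had 0 to 68, 2 to 18 and 0 to 14. Proliferative EC had 0 to 924 (P1 against E18.5), 0 to 1207 (P7 against P1) and 0 to 4 (hyperoxia), and venous EC had 4 to 666, 0 to 9 and 0 to 9. Embryonic EC had 28 to 68. The interactions had 0 to 4 (Car4+), 0 to 1 (venous) and 0 to 12 (proliferative). In the ranges that start at 0 the edgeR fits with all mice had between 331 and 1663 genes at an unadjusted p under 0.05. Sex had 4 to 6, which is within 1.5 times the reported count. With 1 mouse left in an arm, the lone mouse was assumed to vary like the other groups. The highest counts of proliferative EC at P1 against E18.5 and at P7 against P1 rest on 9 cells of the P1 male mouse. The highest count of venous EC rests on 11 cells of the E18.5 male mouse.

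The gene lists were run under fry, with sex as a block and with each of 10 mice left out, and the p53 calls held in all of them. The fit of a class holds 8 of the mice, so leaving out either of the others could not change the p of its lists, and these settings are among those counted as kept. CD31-gate cells alone, thinning, RLE normalization and no filter were not set for the lists in advance and were not run as alternatives. The list results that changed direction had a call neither in the reported fit nor in the setting that changed them. They were the interferon list of proliferative EC under fry (limma p 0.799) and 5 lists with a mouse left out. Over the mice left out, the camera (limma) p of the NRF2 targets was 0.018 to 0.461 in Car4+ capillaries and 0.0615 to 0.954 in proliferative EC, that of the interferon list of proliferative EC 0.819 to 0.977, and that of the proliferation list 0.0148 to 0.758 in Car4- capillaries and 0.0874 to 0.835 in proliferative EC. The p of the settings in which the direction changed were 0.461, 0.357, 0.888, 0.91, 0.88, 0.898, 0.0615, 0.902, 0.758 and 0.835. Under fry the interferon list of Car4- capillaries (adjusted p 0.294) and the proliferation list of venous EC (0.258) lost their calls.

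Among the shares, cells with at least 2000 detected genes gave -4.68 points for proliferative EC under hyperoxia and 2.01 points for proliferative venous EC. Leaving out a mouse gave 1.89 to 1.97 points for proliferative venous EC. Over age, leaving out a mouse gave 0 to 2 subtypes past the threshold; the range of age means was 50.9 to 54.8 points for Early Car4- capillaries and 27.2 to 39.3 points for proliferative EC. Thinning raised some counts in the venous, Car4+ and proliferative classes as given above, and few cells per mouse and the spread between mice were not separated from depth there. A gene without reads in such a sum was not detectable at this depth rather than absent.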

Other observations

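The tests of the Late Car4- label, of the proliferative venous label, of stress, imprinted and interferon genes at P21, of the sequencing run and of reads per cell in each pair behind the p53 targets and of stress behind the p53 targets of venous EC were chosen, or their deciding value was set, only after results were seen; the tests of equal depth and of preparation stress behind the p53 targets of Car4- capillaries, of the P7 male mouse and of H2-Q7 were planned before.

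In the female mice the Late Car4- label, which covers most P21 cells, was also on 12.8% of the P7, 6.67% of the P1 and 4.05% of the E18.5 CD31-gate cells. At equal depth these cells had a median of 776 genes at P7, against 2374 in the Early Car4- cells of the same mouse. At P1 the medians were 943 and 3155, and at E18.5 they were 855 and 2535.5 against embryonic EC. The summed CPM of 50 genes higher at P21 in the male mice was set against these Early or embryonic cells of the same mouse. The ratio was 0.920 at E18.5, 1.50 at P1 and 0.939 at P7, with a median of 0.939. The Late cells of the P21 female mouse, set against the same reference cells and thus across mice and ages, had ratios of 3.05, 2.28 and 2.68. These 50 genes include many of stress and interferon, which are taken up below. With such genes left out by name, 50 higher genes gave ratios of 0.981, 1.14 and 0.895, against 3.26, 2.24 and 1.83 for the P21 female cells. But 50 genes lower at P21 in the male mice gave 0.637, 0.802 and 0.569, against 0.483, 0.535 and 0.598, so at E18.5 and P7 they were nearer to the P21 cells than to the reference cells. Cells with few detected genes that were placed with the P21 cells, and cells of the later state, cannot be told apart, because the genes higher and lower at P21 point different ways. Either may be present.

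Genes of the Hspa1 pair were far higher at P21 than at P7 in Car4- capillaries. If stress during cell preparation were behind this, most other genes of dissociation and heat shock should rise as well. Of 16 such genes not seen before, 10 were higher and 0 lower in both P21 mice, and with the 4 genes seen before it was 14 of 20. In Car4+ capillaries 10 of the 16 were higher and 1 lower in both mice. This is consistent with a stronger stress of the P21 cells during preparation, but age itself stays open. The genes of this list also serve endothelial cells in the animal, and no separate test of that was run.

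Fixed interferon-stimulated genes had a median log2 ratio of 1.98 at P21 against P7 in Car4- capillaries, where 13 of 14 were higher in both mice. Several interferon genes were among the calls, so this value is not independent of what led to it. In Car4+ capillaries the median was 1.92, with 9 of 14 higher in both mice, which suggests a rise shared by both capillary classes. Age itself stays open, and an infection or the housing of the P21 mice was not tested.

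Mest, Ndn and Peg3 (edgeR adjusted p 0.0450), called lower at P21 in Car4- capillaries, are imprinted genes, as is Plagl1, which was not called (0.0885). Among 6 other imprinted genes (Igf2, H19, Dlk1, Meg3, Cdkn1c and Grb10), 3 were lower at P21 in both mice and 0 were higher in both mice. Whether the fall of Mest, Ndn, Peg3 and Plagl1 is shared by other imprinted genes stays open, and a change with age may be limited to some of them.

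The rise of p53 targets under hyperoxia was set against technical explanations. The male pair, whose CD31-gate cells were sequenced in 1 run, had a median log2 ratio of 2.13 in Car4- capillaries, which argues against the sequencing run as the whole cause. At equal depth per cell the median was 1.83. The hyperoxia mouse had fewer reads per cell than its partner in the female pair (medians of 540669 and 928377) and more in the male pair (765660.5 and 188609.5), while the list rose in both (medians of 1.90 and 2.22). Both findings argue against depth. Stress during preparation of the hyperoxia mice was weighed with the stress list, whose median was -0.51 in Car4- capillaries and -0.01, -0.18 and -0.67 in Car4+, proliferative and venous cells. Its members went both ways in Car4- capillaries, with 6 higher and 8 lower in both mice, and Btg2 is in both lists. In Car4- capillaries preparation stress and hyperoxia cannot be told apart by this median. In Car4+ and proliferative cells 4 and 1 of the genes were higher and 2 and 5 lower in both mice. In venous EC 12 of 20 stress genes were lower and 3 higher in both mice, while 12 of 14 p53 targets were higher, which argues against preparation stress behind the p53 targets there. The rise may follow the treatment, a hypothesis that rests on 4 mice, while preparation stress stays open in the other 3 classes.

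The label proliferative venous EC occurred in the hyperoxia mice alone. Cells with at least 2 venous and 3 proliferation markers at 50000 reads made up 3.73% on average in the P7 mice in normal air (6 of 320 and 11 of 197 cells), against 12 of 265 and 16 of 254 under hyperoxia. With a read of Car8, Moxd1 or Slc6a2 besides, the numbers were 2 and 5 in normal air and 10 and 9 under hyperoxia. Cells with these markers were thus present in normal air under other labels, most of them proliferative EC. Whether the label was given separately to the hyperoxia cells or marks a state that may be more frequent under hyperoxia cannot be told apart, because the wide intervals of the shares (0.691% to 4.04% and 2.82% to 9.77% in normal air, 2.36% to 7.78% and 3.64% to 10.03% under hyperoxia, Clopper-Pearson) overlap.

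The P7 male mouse had the lowest median of reads per cell and yet many genes. At equal depth its cells had a median of 3299 genes, close to those of the hyperoxia female mouse (3317.5) and the P1 female mouse (3235.5) and above the others, so depth alone may not explain it. Genes that EC lack (Sftpc, Epcam, Ptprc and Col1a2) had 105 CPM in this mouse, within the range of 17.9 to 138 CPM over the mice. Only the P21 male mouse had more. The percentage of cells with these genes was highest in the P7 male mouse, 17.7%, against 4.66% to 17.5% in the others. RNA or reads of other wells and better capture cannot be told apart with these values, because the range over the mice is wide, and no biological explanation was tested.

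H2-Q7 fell under hyperoxia in Car4- capillaries by a log2 ratio of -3.23 in the female and -3.79 in the male pair, and in Car4+ capillaries by -3.57 and -3.66. In proliferative EC the ratios were -1.35 and -1.44 (mean -1.40), and in venous EC -2.45 and -1.94 (mean -2.20). H2-Q6, H2-Q5, H2-Q4, H2-K1 and H2-D1 were lower in both pairs of Car4- capillaries and of proliferative EC, while H2-T22 and H2-T23 were not. In Car4+ capillaries H2-K1 and H2-D1 fell in the female pair (-1.94 and -1.33) and rose in the male pair (0.47 and 0.84), and in venous EC H2-D1 was higher in both pairs (0.15 and 0.36). A haplotype of the hyperoxia mice at the H2 locus could lower several neighbours at once, but should act in each class by a like amount. Such a haplotype and a response to hyperoxia cannot be told apart, because the table holds no sequence and reads shared between copies blur each gene.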
